A study of Mus musculus with 4 samples. Its data were reported in "A signal-responsive cooperative transcription factor network determines alveolar macrophage identity" (2026).

How the data were processed

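RBPJ occupancy was profiled in alveolar macrophages (AMs), the resident macrophages of the airspace, obtained from WT mice by bronchoalveolar lavage and cell sorting. RBPJ is the DNA-binding factor through which Notch receptors act on their target genes. HT-ChIPmentation combines chromatin immunoprecipitation with tagmentation on the beads, so that libraries can be made from small numbers of sorted cells. The series held 4 samples, namely 2 RBPJ libraries (replicates 1 and 2) and 2 input libraries (replicates 1 and 2). Each RBPJ library had a peak list of its own. The inputs had no separate file here and entered only through the authors' peak calling. The labels do not state that the libraries came from separate animals, and they were taken as replicates as labelled.

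According to the methods of the study and the submitters' processing notes, reads were demultiplexed with bcl2fastq (version 2.20.0.422) and CASAVA, trimmed with Cutadapt, aligned to the mm10 mouse genome with Bowtie2 and filtered with SAMtools for properly paired, non-duplicate reads of high mapping quality. Peaks were called by the authors in each library separately with MACS3 against input at a q threshold of 0.05. The deposited lists give for each peak the start, end and summit and a display score. They also give the fold enrichment of the summit over background as the authors' peak caller computed it. Further columns hold the deposited −log10 p and −log10 q of the peak. The score was not used. Fold and −log10 q are the authors' values, and they served to describe, rank or filter peaks within a list. Between lists, fold served to choose the summit and the lower value of a consensus peak and for a rank correlation across consensus peaks. The number of reads behind each list is not part of the values used here. Intervals therefore cover counting error over peaks or genes only, and the number of libraries limits the precision of every value.

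All peaks lay within the chromosome lengths of GRCm38, the assembly that mm10 names, so coordinates, sequence and gene models were taken from GRCm38 with the basic GENCODE transcripts. Coordinates are counted from 1. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Peaks of the 2 libraries were counted as shared when they overlapped by at least 1 bp. Overlapping peaks of both lists were merged, and merged regions holding at least 1 peak of each library formed the consensus. Random expectation for the overlap came from 100 placements of each list on the same chromosomes outside assembly gaps, with a fixed seed. For genomic features, placements of the consensus served every peak set, so the single lists and the stricter threshold had no random expectation of their own.

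Peaks were assigned by midpoint to promoter (1000 bp upstream to 100 bp downstream of a transcription start site, TSS), exon, intron or intergenic sequence, in this order. A protein-coding gene had a promoter peak when a consensus peak overlapped 1 kb either side of any of its TSSs. The 17 gene lists were fixed before the data were examined, as were the tests and 31 alternatives. Another 9 alternatives were chosen after the files had been seen. Promoter peaks of each list were compared with those of all other protein-coding genes with Fisher's exact test, counting both directions. Odds ratios had 0.5 added to each cell. For assignment to the nearest TSS, each list was set against 10000 random gene sets matched on locus size in 10 classes, with a permutation p counting both directions. Shares carry Wilson 95% intervals. P-values were adjusted over the lists, or over the motifs, by the Benjamini-Hochberg method, with calls at 0.05.

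Sequence was scanned for 19 motifs on both strands within 100 bp of the summit of the library with the higher fold. Control windows were centered 1000 bp to a randomly drawn side. Pairs were left out when the control window touched a peak of either library or unread sequence, which kept 12857 of the 25454 consensus peaks. Shares were compared with McNemar's exact test, and each motif reversed without complementing served as a control of base composition. The draw of sides was repeated 100 times. GC-matched controls came from windows 1 to 5 kb either side, without a peak. No list of problematic genome regions was at hand, so none were removed. Shared and single-library peaks were compared with Fisher's exact test and Newcombe intervals. Named genes followed a fixed rule: every locus that the study displays or names for RBPJ; in each other list up to 4 members with the highest strongest peak and up to 3 without a peak; and the genes nearest to the 10 consensus peaks highest in the lower fold of the 2 libraries and the 10 highest in the lower −log10 q. The strongest peak of a gene was the one with the highest lower fold of the 2 libraries, among peaks nearest to its TSS or overlapping its body.

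The procedures were tested on simulated data. In the overlap step, 100% of 10000 planted peaks were recovered, and in the motif step 100% of 2544 windows with a planted motif. Peaks planted on the other list and windows given the motif meet the rule by construction. These values therefore check the code and not the error of either comparison. Of 200 simulated lists with no effect over 21755 genes, the promoter test called 2.0% at an unadjusted 0.05 and the nearest-gene test 2.0%. Of 200 lists with an odds ratio of 8, they called 97.5% and 96.0%. Alternatives covered the minimum overlap, the threshold on q, list length, each library alone, gene models, promoter window, background genes, distance to the TSS, window size, peak strength and control sequence. No test between RBPJ and input was made, because the inputs were not analysed here by themselves.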

Results

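The data comprised 2 genome-wide lists of RBPJ peaks in WT AMs, 1 from each RBPJ library. Replicate 1 gave 106228 peaks with a median width of 189 bp, covering 35.6 Mb. Replicate 2 gave 47224 peaks with a median width of 202 bp, covering 14.4 Mb. The median fold enrichment over background was 4.06 in replicate 1 and 4.35 in replicate 2. Fold is the peak caller's own value. Between the lists it served only to choose the summit and the lower value of a consensus peak and for a rank correlation. The depth behind the lists is not part of the values used here, and there was no second condition, so the comparisons below are between the libraries, between gene groups and between peak sequence and its surroundings.

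The overlap of the libraries addressed how far RBPJ-bound regions recurred. Regions bound in both libraries included the promoters of Zfp143, Kmt2a and Snx12, the CEBPα gene Cebpa, the AM gene Chil3 and all 13 loci taken from the study. In total, 31314 peaks of replicate 2 (66.3%, 95% interval 65.9 to 66.7) and 27626 peaks of replicate 1 (26.0%, 25.7 to 26.3) overlapped a peak of the other library. Randomly placed peaks overlapped at 2.62% and 1.20%, with highest values of 2.77% and 1.28% in 100 placements. Recurrence followed peak strength. In the 10% of peaks with the highest −log10 q, 99.1% of replicate 2 peaks and 90.2% of replicate 1 peaks were shared, against 37.6% and 6.59% in the weakest 10%. Merging gave 25454 consensus regions with a median width of 593 bp. Across these regions, fold enrichment in the 2 libraries had a Spearman rho of 0.55, a correlation across peaks, which are not independent replicates. The consensus fell to 13045 regions when both lists were limited to a −log10 q of at least 5 and to 14381 when summits had to lie within 100 bp. Shortening replicate 1 to the length of replicate 2 raised its shared part to 46.7%, whereas the summit rule lowered the shared parts to 13.7% and 30.8%.

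**Figure D1:**
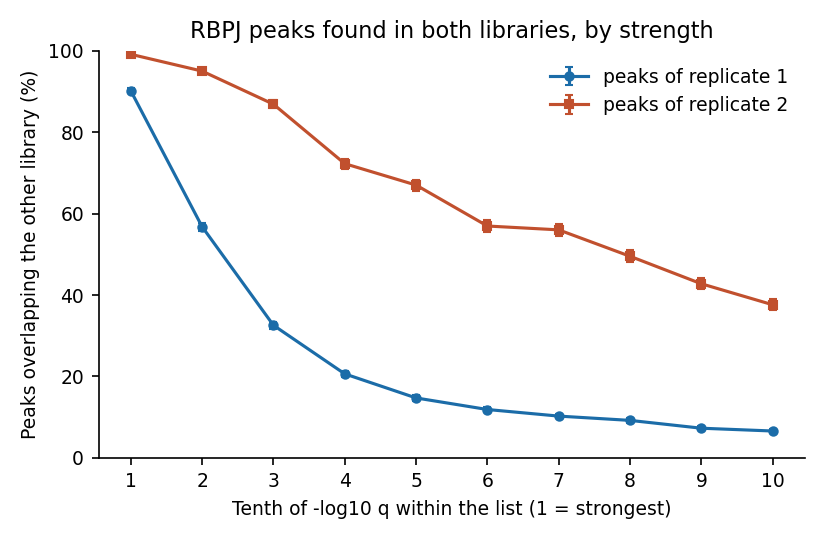
Percent of peaks overlapping the other library (vertical axis) against the rank of −log10 q within each list in 10 classes (horizontal axis, 1 is the strongest), with Wilson 95% intervals as bars. Replicate 1 falls from 90.2% to 6.59% and replicate 2 from 99.1% to 37.6%.

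The location of RBPJ peaks relative to genes was examined next. Promoters held 26.8% of the consensus regions (26.2 to 27.3), against 2.68% for random placement. Introns held 44.5% (43.9 to 45.1) against 42.2%, exons 4.66% against 3.84% and intergenic sequence 24.1% against 51.3%. The intron excess depended on the setting. Introns held 40.4% at a −log10 q of at least 5, against the same 42.2% for the consensus placed at random. Comprehensive transcripts gave 41.5% against 42.0%. With promoters 3 kb either side, introns held 29.2% against 37.5% and exons 1.77% against 2.44%. Introns stayed above random in either list alone (52.1% and 45.2%), set against the same consensus placements, and with protein-coding genes only (42.6% against 37.0%). Exons did so in every other setting. The median distance from a region to the nearest protein-coding TSS was 5708 bp, and 70.1% of regions lay within 20 kb. Of 21755 protein-coding genes, 7324 (33.7%, 33.0 to 34.3) had a consensus peak within 1 kb of a TSS. The promoter share was 14.5% in the list of replicate 1 alone and 19.6% in that of replicate 2 alone, and it was 49.3% when promoters extended 3 kb either side of a TSS, against 12.4% for random placement, a ratio of 3.97.

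Gene groups of the macrophage and of its neighbors were compared for RBPJ peaks at promoters, to ask which programs the bound promoters belonged to. Of the 17 lists, 9 had promoter peaks more often than other protein-coding genes and 2 less often. Among 25 AM identity genes, 20 had a promoter peak (80%, odds ratio 7.36, adjusted exact p = 1.51e-05). The AM and macrophage transcription factors had one in 18 of 20 genes (90%, odds ratio 14.6, adjusted exact p = 2.28e-06). Niche signal receptors and effectors had one in 16 of 19 (84.2%, adjusted exact p = 3.55e-05), and lipid metabolism genes in 17 of 22 (77.3%, adjusted exact p = 8.64e-05). The niche list covers GM-CSF and TGFβ signaling and includes the inhibitor genes Ski and Skil and the ligand gene Tgfb1. Genes of the Notch pathway and of RBPJ cofactors had the highest share, 26 of 27 (96.3%, odds ratio 34.9, adjusted exact p = 1.54e-10). Canonical Notch target genes had a promoter peak in 5 of 15 (33.3%), beside 33.7% of other genes (adjusted exact p = 1). Pan-macrophage genes and housekeeping genes each had a promoter peak in 14 of 16 (87.5%, adjusted exact p = 3.82e-05), and apoptosis genes in 11 of 16 (68.8%, adjusted exact p = 0.00896). The loci shown by the study had one in 10 of 13 (76.9%, adjusted exact p = 0.00381), but these were chosen on the same samples and are not independent evidence. The other lists were not retested without genes that the study shows, so their independence from its choice was not tested.

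Lists of other cell types were tested in the same way. None of 14 T and B lymphocyte genes and none of 14 neuronal genes had a promoter peak, where 33.7% of other genes did (adjusted exact p = 0.00671 for each, upper end of the interval 21.5%). Promoter peaks were present at 3 of 12 alveolar type II cell genes, 2 of 12 endothelial genes, 1 of 11 neutrophil genes, 1 of 12 liver and muscle genes and 3 of 13 monocyte and immature macrophage genes, and none of these lists passed the test, although the liver and muscle list was lower in the list of replicate 1 alone (adjusted exact p = 0.0126). Each list was compared with all other genes and not with another list, so differences between lists were not tested. No background of genes active in AMs was used, here or for the nearest genes below. How far gene activity alone accounts for these shares was therefore not tested. When only genes nearest to a consensus peak formed the background, 75.7% of which had a promoter peak, none of the 9 higher lists passed (lowest adjusted exact p = 0.0718, for Notch pathway and RBPJ cofactors). Odds ratios there were 9.33 for pan-macrophage and 8.69 for housekeeping genes but 1.20 for AM identity and 1.06 for apoptosis genes, and the lower call for neuronal genes was lost with 1 gene left. The call for apoptosis genes was also lost at a −log10 q of at least 5 (adjusted exact p = 0.052), and that for T and B lymphocyte genes with a promoter window of 3 kb (adjusted exact p = 0.143).

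**Figure D2:**
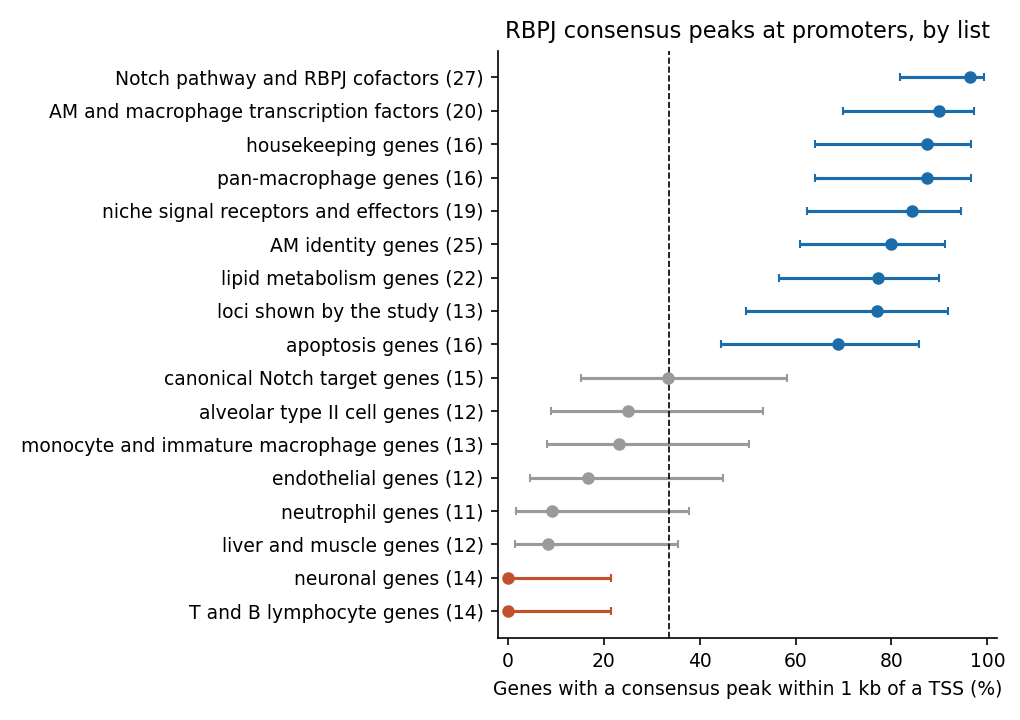
Percent of genes with a consensus peak within 1 kb of a TSS (horizontal axis) for each of the 17 lists, with the number of genes in brackets and Wilson 95% intervals as bars. Blue lists were higher and red lists lower than other genes at an adjusted p of 0.05, gray lists did not pass, and the dashed line marks the 33.7% of all protein-coding genes.

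Genes nearest to a consensus peak were counted next, so that distal peaks entered as well. All 25 AM identity genes were nearest to at least 1 consensus peak, against 10.7 ± 2.45 (mean and SD) in random gene sets of matched locus size. For AM and macrophage transcription factors the values were 19 of 20 against 8.41 ± 2.19, for niche signal genes 17 of 19 against 8.08 ± 2.15, for Notch pathway and RBPJ cofactors 25 of 27 against 11.2 ± 2.55 and for lipid metabolism genes 19 of 22 against 9.60 ± 2.30. For these 5 lists the permutation p was 0.0002, the smallest that 10000 sets can give, with an adjusted permutation p of 0.00068. The study loci (13 of 13, adjusted p = 0.00113), apoptosis genes (14 of 16, adjusted p = 0.00146), pan-macrophage genes (14 of 16, adjusted p = 0.0017) and housekeeping genes (13 of 16, adjusted p = 0.00302) also exceeded random sets by this permutation test. Neuronal genes were fewer, with 1 of 14 against 5.79 ± 1.83 (adjusted permutation p = 0.0214). That call was lost in the list of replicate 1 alone (adjusted permutation p = 0.336), in that of replicate 2 alone (0.0547) and with peaks within 20 kb only (0.0745). Canonical Notch targets were nearest genes in 9 of 15 cases against 6.26 ± 1.92, which did not pass (adjusted permutation p = 0.382). T and B lymphocyte genes, lower at promoters, were nearest genes in 5 of 14 cases against 5.43 ± 1.81, which did not pass either.

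Individual loci showed where the strongest peaks of these groups lay. At Cebpa, which encodes the myeloid factor CEBPα, the strongest consensus peak covered chromosome 7, 35118125 to 35119932, with the summit at −73 bp from a TSS, where negative positions are upstream, and a fold of 20.3 in replicate 1 and 22.4 in replicate 2. Chil3, which encodes a chitinase-like protein abundant in AMs, had 9 consensus peaks, the strongest on chromosome 3 from 106166687 to 106172904 over the start of the gene, with the summit at −3196 bp (fold 16.6 and 18.7). The peak of Tlr2, a receptor for bacterial lipoproteins, covered the start of the gene on chromosome 3 from 83837870 to 83843317, with the summit in an intron (15.5 and 11.05), and that of the mannose receptor gene Mrc1 in an intron on chromosome 2 from 14249261 to 14251051 (16.2 and 11.05). Car4 had its strongest peak 45869 bp downstream of its TSS, outside the gene (17.8 and 13.1). Among other transcription factors, Cebpb reached a fold of 18.7 and 16.1 at a peak 88326 bp downstream of its TSS, Klf4 12.9 and 12.7 at a summit at −160 bp, and the liver X receptor gene Nr1h3 12.7 and 14.1.

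Receptors and effectors of niche signals were bound at several positions. Csf2ra, which encodes the GM-CSF receptor α chain, had a peak on chromosome 19 from 61227917 to 61228921, with the summit in an exon of the untranslated region, 19 bp from a TSS (fold 11.9 and 11.7). Peaks with summits in introns of Ski (16.7 and 12.4), Skil (13.4 and 9.04) and Tgfb1 (8.63 and 8.91) involved 2 inhibitors of SMAD signaling and the TGFβ1 ligand. Smad3 and Smad4 had no consensus peak. For the Notch pathway, peaks included a region overlapping the end of the deacetylase gene Hdac3 with its summit beyond the gene (12.9 and 15.4). That summit lay 19575 bp from the Hdac3 TSS, and the region was classed as promoter by its midpoint. Hdac3 was not the nearest gene of this or any other consensus peak. Another region lay in an intron of the coactivator gene Maml1 (11.9 and 10.04). Of the canonical targets, Myc had its strongest peak 69171 bp downstream of its TSS on chromosome 15 from 62055033 to 62058194 (17.3 and 15.1). Dtx4 (10.8 and 11.05), Cdkn1a (12.7 and 9.71) and Hey1 (8.38 and 7.59) also had peaks, the last at −79558 bp. No consensus peak was assigned to Dtx1, Hey2 or Heyl.

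Lipid and survival genes included Plin2, which coats lipid droplets (fold 13.2 and 11.3), the sterol acyltransferase gene Soat1 (17.5 and 11.05) and the cholesterol transporter gene Abcg1 with 36 consensus peaks (10.4 and 10.4 at the strongest). Acaca, Acadl and Fasn had none. Klf6 lay under a region of 19284 bp (21.8 and 13.4) and Mcl1, which encodes an antiapoptotic BCL2 relative, under one of 16258 bp (13.3 and 13.7). Casp8 (9.39 and 9.37) and Casp9 (8.88 and 8.03) were bound near a TSS, whereas Bax had no peak. The pan-macrophage genes Sirpa (19.8 and 14.4), Cd68 (16.7 and 12.9), Tyrobp (16.5 and 12.7) and Lgals3 (15.2 and 11.7) had peaks, and Aif1 and Cd63 none. Among housekeeping genes, Polr2a reached 18.0 and 20.1, with no peak at Hprt or Pgk1, both on the X chromosome.

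All 13 loci of the study had a consensus peak, of which Rxrb is named in its text for RBPJ peaks and the others are displayed. Zeb2, a macrophage transcriptional regulator, had 23, the strongest at −159531 bp from a TSS on chromosome 2 from 45275977 to 45280109 (fold 12.7 and 10.7). Rxra, which encodes the retinoid X receptor α, had an intronic peak on chromosome 2 from 27714221 to 27716891, 4798 bp from a TSS (14.0 and 10.04). Rxrb was bound at −219 bp from a TSS on chromosome 17 from 34030859 to 34031845 (8.63 and 7.36). Itgax, the gene of CD11c, had a peak over an exon on chromosome 7 from 128133246 to 128134354 (15.98 and 9.37), and the PU.1 gene Spi1 had one at −9485 bp from a TSS on chromosome 2 from 91086384 to 91087118 (7.61 and 7.70). The strongest peaks of Cd36 (14.2 and 8.03), Cdh1 (19.8 and 7.76), Abca1 (15.1 and 6.69), Ppt1 (7.10 and 7.70) and Csf2rb2 (3.82 and 3.30) also lay in introns. The Csf2rb2 peak was the weakest of the 13, on chromosome 15 from 78304841 to 78305126, with a −log10 q of 1.85 in replicate 2. Tgfbr2 was bound at −2991 bp (11.2 and 7.36), Mmp8 at −2027 bp (5.58 and 5.69) and Casp4 in an exon of the untranslated region, 16 bp from a TSS (7.10 and 7.36). The RBPJ core sequence TGGGAA occurred within 100 bp of the strongest summit in 2 of the 13 loci, Rxra and Itgax, and the longer YGTGGGAAM in none.

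Single genes of other cell types also had peaks. The strongest among endothelial genes lay at Pecam1 (fold 9.39 and 8.92), which macrophages also express, and Vwf (10.1 and 8.37). Lymphocyte genes had peaks in introns of Bach2 (12.9 and 7.36) and Ms4a1 (12.9 and 6.69) and at Cd3d (12.4 and 5.36), with none at Cd3e or Cd3g. Peaks at monocyte genes included those of Nr4a1 (11.7 and 11.4), Cx3cr1 (16.3 and 9.04) and Ccr2 (12.4 and 7.70), whereas the complement genes C1qa, C1qb and C1qc had none. Type II cell genes were led by Etv5 (8.63 and 6.69) and neutrophil genes by S100a8 (7.10 and 6.02). The neuronal genes Slc17a7 (3.81 and 4.16) and Neurog2 (3.41 and 3.68) had low peaks, and the liver gene Alb had one at −46262 bp (8.56 and 7.03).

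The consensus regions with the highest enrichment included gene promoters and small RNA genes. Zfp143, which encodes a zinc-finger transcription factor, led with a region on chromosome 7 from 110060376 to 110063002 at a fold of 36.0 and 52.1. The promoter of Kmt2a, a histone methyltransferase gene, followed on chromosome 9 from 44880347 to 44882597 (32.7 and 129), and that of Snx12 on chromosome X from 101222195 to 101223312 (28.4 and 83.2). The 10 regions highest in fold and the 10 highest in −log10 q made up 14 distinct regions. Of these, 6 lay within 1 kb of the TSS of a small nuclear RNA gene, including Rnu1a1 (25.8 and 46.2) and Rnu5g (26.9 and 24.8), and another lay 626 bp from the small nucleolar RNA gene Rnu3b1 (29.95 and 25.8). The other nearest protein-coding genes were Frmd8, by the noncoding RNA gene Neat1, and Sirt4, Tex14, Parp16, Taf12, Alyref2, Txndc11, Eapp and Mc2r. The region nearest to Mc2r was 276 bp wide and lay at −262841 bp from its TSS, with a −log10 q of 107 and 221 at a fold of 8.30 and 14.9. Neither this region nor the one near Txndc11, 432 bp wide, was checked for repeats collapsed in the assembly. Summits of 4 of the 14 regions had TGGGAA within 100 bp, and none had the longer sequence.

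Motif content was compared between summits and neighboring sequence, to ask which recognition sequences accompany RBPJ peaks. The ETS-type sequence of PU.1, the lineage factor of macrophages, was present in 7.37% of summit windows (6.93 to 7.83) against 0.887% of control windows, an 8.31-fold ratio (adjusted exact p = 2.01e-167 by McNemar's exact test over 12857 pairs). CEBP sequence rose from 7.37% to 14.4%, AP-1 from 3.16% to 6.78%, RUNX from 4.53% to 7.62% and the E-box bound by bHLHE factors from 2.77% to 5.27%. The promoter-type ETS sequence (2.95% against 0.249%), CTCF (1.15% against 0.109%), NFY (10.9% against 6.28%) and SP and KLF (15.01% against 6.05%) were also higher at summits, as were NRF1, STAT, MEF2 and the single nuclear receptor element AGGTCA. In all, 15 of the 19 motifs were higher and none was lower, although in 100 other draws of the control sides AGGTCA passed as higher in 92, and DR1 passed as lower in 15 and SMAD in 8. The 4 motifs that did not pass were the DR1 element of PPAR and RXR (0.389% against 0.490%), SMAD (10.9% against 11.3%), YY1 (1.65% against 1.65%) and GATA (3.87% against 4.15%). SP and KLF sequence reversed also rose, from 6.11% to 14.5%, as did STAT sequence reversed, from 6.52% to 7.49%. CEBP sequence reversed rose from 1.98% to 3.21% (adjusted exact p = 3.84e-09). NFY sequence reversed rose from 5.34% to 6.19% and GATA sequence reversed from 3.64% to 4.31%. PU.1 and E-box sequence reversed passed as lower at summits. With summits more than 1 kb from a TSS only, the calls for SP and KLF (adjusted exact p = 0.337), NFY (0.122) and NRF1 (0.726) were lost. Over 100 other draws for these distal summits, SP and KLF passed in 13, NFY in 9 and NRF1 in 4, and YY1 was lower in 100. AGGTCA did not pass in either list alone (adjusted exact p = 0.353 and 0.716). At distal summits it stood at 14.9% against 12.7% (adjusted exact p = 4.33e-05) and passed as higher in 100 of the 100 distal draws. At a −log10 q of at least 5 it stood at 13.7% against 11.9% (adjusted exact p = 0.00496). In the list of replicate 1 alone GATA was higher and DR1, SMAD and YY1 lower at summits.

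The core sequence TGGGAA of RBPJ differed little from its surroundings. It was present in 19.1% of summit windows (18.4 to 19.8) and 17.3% of control windows, a difference of 1.81 points (0.873 to 2.75, adjusted exact p = 0.000242). The longer YGTGGGAAM was present in 1.38% against 0.63%, a 2.20-fold ratio (adjusted exact p = 2.74e-09). In the other draws of the control sides, the difference for TGGGAA had a median of 1.35 points, lay between 0.741 and 1.99 and passed the test in 90, whereas the longer sequence passed in 100. For summits more than 1 kb from a TSS the TGGGAA difference was 1.83 points (adjusted exact p = 0.00361), but it passed in only 55 of the 100 other draws, with a median of 1.32 points. With all 25454 summits and control windows from up to 5 kb away, the TGGGAA difference was 0.829 points (0.161 to 1.497, adjusted exact p = 0.0196) and the ratio of the longer sequence 1.58 when the windows were matched on GC content, and 0.864 points and 1.59 when they were not. With windows matched on GC content for the 12857 summits alone, these were 1.11 points (0.166 to 2.06, adjusted exact p = 0.0289) and 1.78. With windows of 50 bp either side the TGGGAA difference was 0.778 points. In the list of replicate 2 alone the TGGGAA excess was 0.399 points (adjusted exact p = 0.266), and in that of replicate 1 alone the sequence was less frequent at summits than beside them (17.1% against 18.0%, adjusted exact p = 4.81e-05). The longer sequence stayed above control with 0.377 points in replicate 2 (adjusted exact p = 1.67e-06) and 0.0999 points in replicate 1 (adjusted exact p = 0.0412). TGGGAA is also part of sites of Ikaros-type and NF-κB factors, so a match does not identify the factor bound.

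**Figure D3:**
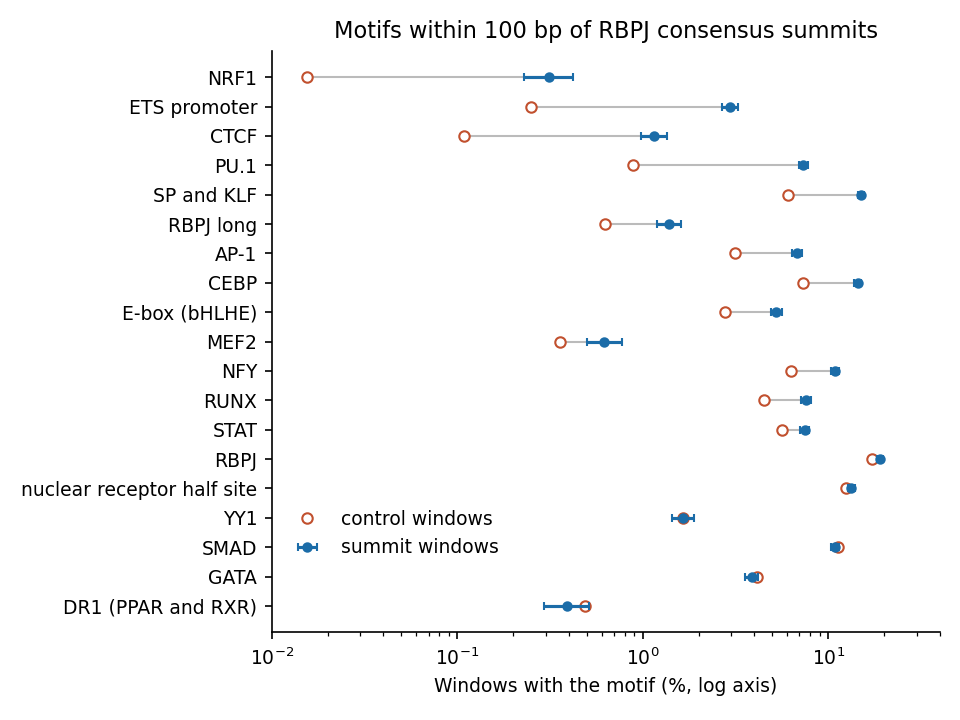
Percent of windows with each motif (horizontal axis, log scale) within 100 bp of consensus summits (filled points, with Wilson 95% intervals) and in control windows 1000 bp away (open points), ordered by ratio. PU.1 stands at 7.37% against 0.887%, and the RBPJ core at 19.1% against 17.3%.

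Peaks found in both libraries were then compared with those called in 1 library. There were 78602 peaks in replicate 1 only and 15910 in replicate 2 only, with a median −log10 q of 4.64 and 3.09, against 11.5 and 5.30 for shared peaks of the same lists. TGGGAA was more frequent at consensus summits (19.1%) than in replicate 1 only (16.6%, difference 2.53 points, 1.79 to 3.29) and in replicate 2 only (16.1%, difference 3.03 points, 2.10 to 3.95), with adjusted exact p = 2.11e-11 and 2.25e-10 by Fisher's exact test. PU.1 sequence was present in 7.37% of consensus summits, 3.04% of replicate 1-only summits and 1.65% of replicate 2-only summits. CTCF sequence stood at 1.11% in replicate 1 only and 1.15% in the consensus, with no difference passing the test (0.0432 points, −0.151 to 0.260, adjusted exact p = 0.673), and reached 0.415% in replicate 2 only. These shares are of summits whose control window was kept. Over all summits, CTCF had 0.817% in the consensus, 0.878% in replicate 1 only (adjusted exact p = 0.424) and 0.365% in replicate 2 only, and TGGGAA 18.8%, 16.7% and 16.4%. GATA sequence was lower in the consensus (3.87%) than in either single-library set (5.64% and 5.49%). Among peaks of replicate 1 matched on −log10 q, TGGGAA was still more frequent in shared peaks (18.2% against 16.8%, adjusted exact p = 0.0244), but these shared peaks had no detectable excess over their own flanks (18.1%, difference 0.0525 points, −1.04 to 1.15), unlike for the longer sequence (1.26% against 0.577%, difference 0.682 points, 0.414 to 0.961). In the same matched peaks the differences in CEBP (adjusted exact p = 0.327) and AP-1 (adjusted exact p = 0.211) were lost and RUNX turned lower in shared peaks, at 6.73% against 7.86% (adjusted exact p = 0.00422). Among peaks of replicate 2 matched in the same way, TGGGAA was more frequent in shared peaks (18.98% against 16.2%, adjusted exact p = 4.39e-06), with 1.16 points (−0.143 to 2.46) over their own flanks. There, CEBP (12.5% against 9.63%), AP-1 (5.86% against 3.51%) and RUNX (6.57% against 4.94%) were higher in shared peaks, at an adjusted exact p of 6.06e-06 or lower.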

Values the study reported

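The study reported 756 regions that overlapped across STAT5, SMAD4, RBPJ and RXRα. It placed 5.95% of that set shared by the factors in promoters, 43.52% in intergenic sequence and 46.30% in introns. Nearest-gene annotation gave it 1,342 genes common to the factors, which held nearly 40% of the AM-core genes. Combinations of RXRα with the other factors covered 87% of AM-core genes. These values describe the combined binding of several factors, not RBPJ alone. For its in vivo RBPJ peaks, the study reported HOMER enrichment of ELF5, CEBP, PPAR, bHLHE41 and PU.1 motifs. It also reported motifs of RXRs and of RBPJ itself there. Its discussion states that the peaks of each factor held motifs of the other factors. It described RBPJ binding in vivo and in the published in vitro data as similar.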

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

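The alternatives with −log10 q of at least 2 for the overlap, comprehensive transcripts, genes matched on promoter GC, the reversed motif, other draws of the control sides (also for distal peaks), controls without GC matching, GC matching for the 12857 pairs and all summits for shared against single-library peaks were chosen after the files had been seen. For replicate 1 and replicate 2, the shared part was 22.8% and 60.1% with overlap of 50% of the shorter peak, 13.7% and 30.8% with summits within 100 bp, 25.4% and 84.0% at −log10 q of at least 5, 25.4% and 69.2% at 2, and 46.7% and 56.3% with lists of equal length. The consensus was 14381 with summits within 100 bp and 13045 at −log10 q of at least 5, and rho was 0.58 with summits within 100 bp. In the lists without replicate 1 or without replicate 2, promoters held 14.5% to 19.6%, introns 45.2% to 52.1%, exons 5.0% to 5.07%, intergenic sequence 28.3% to 30.1%, and 37.5% to 46.1% of genes had promoter peaks. At −log10 q of at least 5, promoters held 32.3%, introns 40.4%, exons 4.55% and intergenic sequence 22.7%, and 24.0% of genes had promoter peaks. A promoter of 3 kb either side gave 49.3% promoter, 29.2% intron, 1.77% exon and 19.8% intergenic. Protein-coding genes alone gave 3.59% exon and 30.3% intergenic, and comprehensive transcripts 5.81% and 22.6%. Lists higher at promoters numbered 8 to 9 except against genes nearest to a peak, where 0 were higher and 1 lower, and where the study loci had a log2 odds ratio of −0.0537 (adjusted exact p = 1). By construction those genes all have a peak, which leaves less to compare. Lower lists numbered 1 with a promoter of 3 kb, and by nearest gene 0 with either library left out and 0 within 20 kb. The TGGGAA excess was 0.829 points for all 25454 peaks with controls matched on GC from up to 5 kb away, 0.864 with controls from there not matched, 1.11 for the 12857 peaks with matched controls, 0.778 with windows of 50 bp, and −0.858 to 0.399 points with 1 library left out. GATA was at 0.138 to 0.973 points, and 0 to 4 motifs were lower. Without GC matching 2 motifs, DR1 and GATA, were lower, and with it for the 12857 peaks 1, SMAD. With peaks beyond 1 kb of a TSS, 1 motif, YY1, was lower, as in the median of other draws, while at −log10 q of at least 5 YY1 was higher (1.97% against 1.46%). The reversed motif in the same summit windows was run but is not counted here, because YY1 (1.65% against 0.117%) and DR1 (0.490% against 0.070%) exceeded it in control windows too. For shared against replicate 1-only peaks, matching on −log10 q left 9 motifs higher and 2 lower, with RUNX at −1.13 points (against replicate 2-only peaks the 17 calls were kept), and YY1 stood at −0.208 points beyond 1 kb of a TSS. Where not stated above, the cause was not tested. No paired analysis was possible because the inputs have no file of their own and no value comes from a test between RBPJ and input. Named loci were not recomputed under the alternatives. Calls were counted over lists or motifs and alternatives, without the motifs of RBPJ. A case was kept when it stayed on its side of the threshold, with the same direction if it passed. Cases that passed in neither setting counted as kept even where their direction changed. Examples are canonical Notch targets at promoters in the list of replicate 1 alone (log2 odds ratio 0.0455 to −0.321) and SMAD at −log10 q of at least 5 (−0.474 to 0.171 points). For lists at promoters 89 cases were kept, 11 fell short of the threshold, 1 newly passed it and 1 turned direction. By nearest gene 65 were kept and 3 fell short. For motifs at summits 152 were kept, 8 fell short, 9 newly passed and 1 turned. For shared against single-library peaks 93 were kept, 5 fell short, 2 newly passed and 2 turned.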

Other observations

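The tests of promoter against distal motif content and of small nuclear RNA genes in the next paragraphs were chosen after the values had been seen. So were the bounds of 17.1% and 15.6% for the X chromosome and the use of the longer RBPJ sequence for replicate 1. The other tests of the 3 patterns were set out before their results. Summits within 1 kb of a TSS (8802) and those farther away (16652) carried different sequences. Distal summits had more PU.1 (8.01% against 3.72%), CEBP (16.9% against 9.51%), AP-1 (8.39% against 3.83%), RUNX (8.94% against 4.11%) and DR1 sequence (0.51% against 0.17%), each at an adjusted p of 2.52e-05 or lower by Fisher's exact test. Summits near a TSS had more promoter-type ETS (5.71% against 0.667%), NFY (16.5% against 7.07%), E-box (6.77% against 3.89%) and YY1 sequence (2.78% against 0.991%). TGGGAA differed by 1.06 points, with 18.1% near a TSS and 19.1% beyond it (adjusted exact p = 0.0488), and the longer RBPJ sequence had 1.17% and 1.13% (adjusted exact p = 0.77).

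Small nuclear RNA genes were concentrated among the strongest regions. Of the 100 consensus regions with the highest lower fold, 14 had a summit within 1 kb of the TSS of such a gene (14.0%, 8.53 to 22.1), against 2.1% of the strongest 1000, 0.279% of all 25454 regions and 0.109% in random placement. The widest regions, named here after their values were seen, covered the noncoding RNA genes Neat1 (21236 bp) and Malat1 (12115 bp) and the genes Klf6 (19284 bp), Mcl1 (16258 bp), Zfp36 (12766 bp), Sgk1 (12585 bp), Vmp1 (11334 bp) and Dusp1 (11086 bp). The promoter share here was 26.8%. That is higher than the value quoted from the study above, which covers a set shared by several factors and is not the same measure. Motif results also departed from those quoted above. DR1 (0.389% of summit windows against 0.490% of control windows) and SMAD sequence (10.9% against 11.3%) did not pass here. TGGGAA rose only from 17.3% to 19.1%. Fixed sequences were scanned here, whereas the study used HOMER. Whether the method accounts for the difference was not tested.

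Most peaks of replicate 1, 78602 of 106228, were not found in replicate 2. Weak calls that fall below the threshold in replicate 2 are a candidate explanation, because 90.2% of the strongest 10% of replicate 1 was found there, although the next 2 classes of 10%, with a median −log10 q of 11.8 and 8.40, were found at 56.8% and 32.6%. Background calls are another: TGGGAA was less frequent at replicate 1-only summits than in their own flanks, with a difference of −1.53 points (−1.98 to −1.07), but does not separate the groups alone, since shared peaks matched on −log10 q had no detectable excess either (0.0525 points, −1.04 to 1.15), whereas the longer sequence exceeded the flanks in these shared peaks (0.682 points, 0.414 to 0.961) and not detectably in the matched replicate 1-only peaks (−0.0821 points, −0.318 to 0.153). These calls were not placed without regard to sequence, as PU.1 sequence stood at 3.04% against 1.1% in the flanks and CTCF at 1.11% against 0.0952%, which would also hold for background from open chromatin. Both explanations stay open, and no biological explanation was tested because the labels give the libraries 1 group.

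The X chromosome held few regions, 1.44 per Mb against 10.2 per Mb on autosomes, and lay below the lowest autosome at 6.97. A smaller number of genes is argued against, since 10.5% of X-linked protein-coding promoters had a peak (8.75 to 12.7) against 34.7% on autosomes. The sex of the animals behind these libraries is not given by the labels, and 1 copy of the X chromosome is argued against as the whole cause, because 27.7% of autosomal promoters still had a peak of at least 2 times the lowest −log10 p in both libraries. From a fold of 2.79 in replicate 1 and 3.01 in replicate 2 to double that fold, −log10 p grew by 2.83 and 3.06 times. Other steps of fold were not measured. At those multiples 17.1% of autosomal promoters remained, and with those folds doubled 15.6%, above the upper end of 12.7% for X-linked promoters. Mappability and the activity of X-linked genes in AMs were not tested, nor was any other biological explanation.

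Regions wider than 3 kb numbered 547. Occupancy without RBPJ sequence at the summit may contribute, since TGGGAA was present in 17.2% of them against 20.8% of narrower regions of the same class of fold (10 classes), a difference of −3.61 points (−7.01 to −0.207). The interval is wide, and 387 of the regions lay in the strongest class of fold. Neither signal from open chromatin nor recruitment through other factors was tested, and no biological explanation was tested.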
